A study of Mus musculus with 8 samples. Its data were reported in "Single cell analysis reveals the involvement of the long non-coding RNA Pvt1 in the modulation of muscle atrophy and mitochondrial network" (2019).

How the data were processed

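Gene expression was measured on 8 one-colour Agilent mouse arrays, each hybridised with Cy3-labelled RNA from 1 culture of proliferating C2C12 cells, a mouse myoblast line. GEO's labels placed 4 cultures in the Pvt1-silenced group and 4 in the negative control group, numbered 1 to 4 in each. Both groups had been transfected with GapmeRs, antisense oligonucleotides that direct cleavage of the RNA they pair with. All 8 arrays lay on 1 slide and were read in 1 scan, so neither could act as a batch. The position of an array in the upper or lower row of the slide was tested as a block.

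The deposited scanner files hold spot intensity on a linear scale. Per the file headers they were written by Feature Extraction 12.0.0.7, which subtracted background and removed spatial trends to give the processed signal. The study's methods name another version of that program. Those processed intensities were not normalized between arrays. The authors also deposited a series table of intensity values that had the same median and 75th percentile on every array. It held values for 47757 spots, while 11548 spots that were not controls had none. The flags (units of 0 or 1) for signal above background and for outlying spots were also taken from the deposited files.

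From the processed signal, log2 values were taken after spots not positive and significant had been set to missing, following the study's methods. Control spots and spots flagged as outliers were also left out, a choice made here. These log2 values, computed from the intensities the authors deposited, were quantile normalized between arrays, and spots of one probe were averaged. Each array carried 59305 spots that were not controls, for 56605 probes, of which 300 were spotted 10 times. Probes with at least 3 of 4 values in each group were tested, which left 28649. The difference between groups was fitted with lmFit and eBayes in limma 3.58.1 (R 4.3.3), with group as the only term and all 8 arrays, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. The study's methods state the mask for spots not positive and significant, the normalization and the averaging, while limma was chosen here.

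Gene names are those of the array design. Of 35886 probes with a RefSeq accession, 32994 matched the gene table that was given, and 1535 of these carried another symbol there. A gene was represented by the probe with the highest mean over all 8 arrays. Coordinates are those of the files, on mouse build mm9. Whether a probe lies in an exon or a UTR was not analysed here. A probe not well above background on any array of a group has only a bound there. Its fold was computed as the bright group's mean against, on each dim array, the higher of the probe's own value and the lowest value among probes well above background, and is given as at least that fold.

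Gene sets were fixed by symbol: 8 for the report and 5 for the closing section. They were tested with camera in limma with a preset correlation of 0.01, two-sided, adjusted within each family. Single comparisons of 4 against 4 arrays were tested with an exact two-sided permutation test, whose smallest possible p is 0.0286. Genes were named by a rule: among called probes with a symbol, positive and significant on all 8 arrays and with no overlap between groups, the 5 largest rises and 5 largest falls; every gene of a list of 25 that the study followed by qPCR after Pvt1 down-regulation, in cells or in muscle, which leaves out the myosin heavy chain genes it followed in muscle; and up to 3 probes with a symbol per direction among those well above background in 1 group only. The groups, tests, gene lists, naming rule and most alternatives were fixed before the data were examined.

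The alternatives were a shift to the 75th percentile, cyclic loess, normexp with an offset of 50, the authors' series table, a stricter and no filter on dim spots, complete probes only, the replicate number as a block, a robust trended prior, leaving out each array, the methods' t-test, other probes or the mean of all probes of a gene, and other set tests and pathway definitions. Pathways came from the Reactome list shipped with fgsea 1.28.0. The slide row, a correction for probe GC content, probes holding a polyadenylation signal and the probe nearest the 3′ end were added after the data were seen. So were lists of genes abundant in liver (58), pancreas (20), brain (20) and kidney (20), each gene by its brightest probe, on values without masking of dim spots.

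The fit was tested on simulated data for the silenced against control comparison over 28649 probes, with 200 probes changed. It recovered 57.0% of probes changed by 2 log2 and 5.00% of those changed by 1 log2, and called 3 unchanged probes among 65 calls. Far more probes were called in the data, 1373 higher and 5269 lower. As the adjusted threshold depends on the share of changed probes, these rates do not carry over to the data. The number of arrays limits the precision of every value. Figures were drawn with matplotlib 3.10.9.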

Results

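The transcriptome of C2C12 myoblasts was measured after silencing of Pvt1, a long non-coding RNA, in 4 cultures and in 4 cultures given control GapmeRs. The share of spots that were positive and significant was between 58.8% and 62.5% on the control arrays. On the silenced arrays it was 60.1%, 59.8%, 61.0% and 51.6% in replicates 1 to 4, so silenced replicate 4 was the dimmest array. Spots well above background made up 42.9% to 45.4% on control arrays and 36.8% to 43.2% on silenced arrays. The mean correlation with the other arrays of the group was 0.96 for control replicate 3 and between 0.980 and 0.986 for the other 7 arrays.

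Pvt1 was examined first, since it was the target. The brightest Pvt1 probe (NR_003368, chromosome 15, 62081020 to 62081079, build mm9) had a log2 signal of 9.86 ± 0.30 (SD, n = 4) in controls and 7.0 ± 0.63 (SD, n = 4) in silenced cells. The change was -2.86 (SE 0.32, limma adjusted p 0.000682), leaving 13.8% of the control level. No silenced value reached a control value, and the exact two-sided permutation p was 0.0286, the smallest that this design allows. The alternative that moved this probe most was normexp, with a change of -2.19. Another Pvt1 probe (62074057 to 62074116) had a computed change of -3.80. As that probe was not well above background on any silenced array, its signal was at least 5.41-fold higher in controls. With the slide row as a block, the change of the brightest probe was -2.78. The other 3 Pvt1 probes were not well above background on any array.

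**Figure D1:**
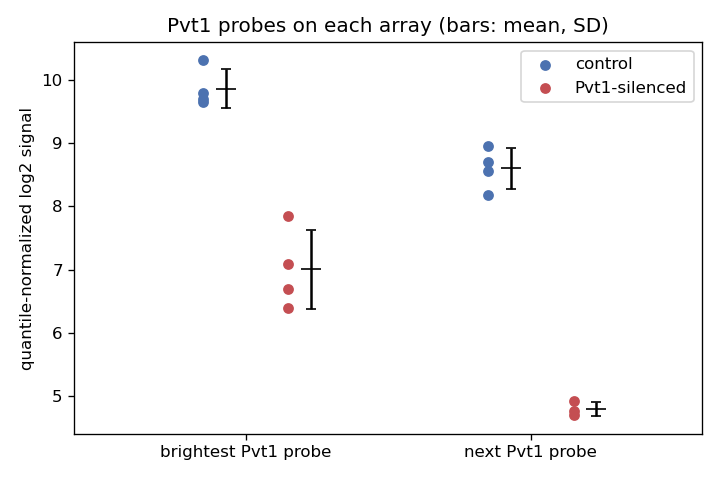
Quantile-normalized log2 signal of both tested Pvt1 probes on each array, with points for arrays, and bars for the mean and SD of the group. For the brightest probe the control mean was 9.86 and the silenced mean 7.0. The next probe lacks a value on silenced replicate 4.

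Across all probes, the comparison asked how many transcripts differed after silencing. Of 28649 probes, 1373 were higher and 5269 lower in silenced cells at a limma adjusted p under 0.05, so 79.3% of called probes were lower. With a change of at least 1 log2 as well, 936 were higher and 3765 lower. The groups did not overlap for 7159 probes, against a chance share of 2.86% of probes, and 5404 of the called probes were among them. This imbalance depended on the normalization. Cyclic loess gave 5416 higher and 5258 lower (49.3% lower), the values the authors deposited in their series table gave 4509 higher and 4461 lower (49.7%), and no masking of dim spots 4990 and 4788 (49.0%). Without silenced replicate 4 the counts were 3572 and 5287 (59.7%). The median change of all probes was -0.19, against 0.02 with cyclic loess, so changes relative to that median are given below where they are small. With the slide row as a block, 534 probes were higher and 2573 lower.

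**Figure D2:**
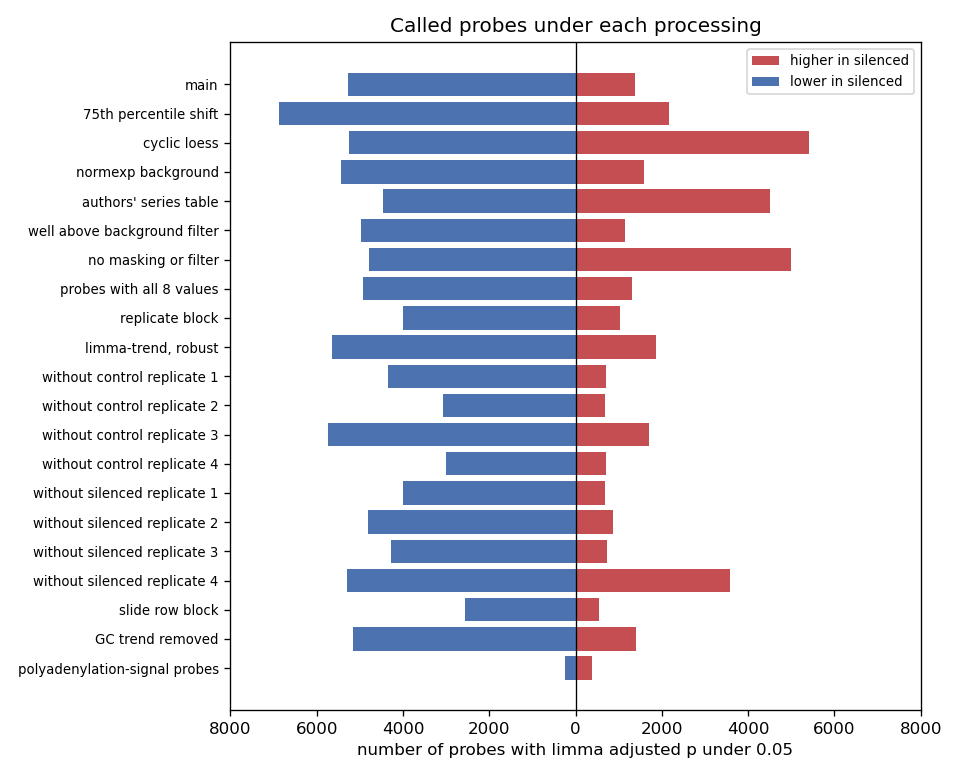
Number of probes with a limma adjusted p under 0.05 under each processing, with bars to the right for probes higher and bars to the left for probes lower in silenced cells. Falls make up 79.3% of calls in the first bar and 49.3% with cyclic loess.

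The change also depended on where in a transcript a probe lay. Among 682 genes with probes 300 to 1000 bases apart on one strand, the probe nearer the 5′ end fell more in 568 (83.3%). That distance was chosen after its values were seen. The share was 84.8% of 310 genes at 60 to 300 bases and 67.5% of 5003 genes at 1000 bases or more. The median difference between the 5′ and the 3′ probe of a gene was -0.91 ± 0.15 (SD, n = 4) on control arrays and -1.79 ± 0.23 (SD, n = 4) on silenced arrays, without overlap (exact two-sided permutation p 0.0286). It was -0.95 and -1.79 with cyclic loess. Among the 4265 tested probes that hold a polyadenylation signal (AATAAA or ATTAAA), a mark of 3′ ends, 378 were higher and 255 lower (40.3% lower), with a median change of 0.17.

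**Figure D3:**
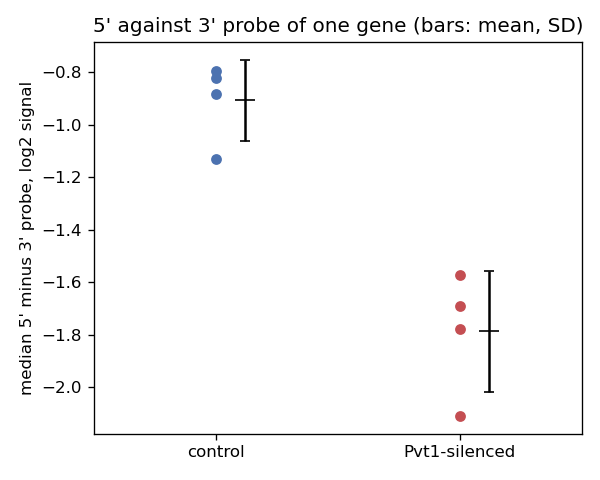
Median difference in log2 signal between the 5′ and the 3′ probe of genes with probes 300 to 1000 bases apart, with a point per array, and bars for the mean and SD. Every silenced array lies below every control array.

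The largest rises by the naming rule were in Zfp652 (chromosome 11, 95629341 to 95629400, 7.32, SE 0.24, limma adjusted p 1.67e-06), Krtap19-4 (chromosome 16, 88885057 to 88885116, 6.29, SE 0.29), Lepr (chromosome 4, 101452666 to 101452725, 5.67, SE 0.30), Mthfd1 (chromosome 12, 77391995 to 77392054, 5.60, SE 0.33) and Usb1 (chromosome 8, 97856229 to 97856288, 4.85, SE 0.35). In controls the probes of Zfp652, Krtap19-4 and Lepr were not well above background on any array. The signal of these probes was thus at least 55.9-fold, 31.1-fold and 30.3-fold higher in silenced cells. The probes of Zfp652, Krtap19-4 and Usb1 share the sequence GCGCCCC, and whether a sequence effect raised their signal is left open below. Other tested probes of Zfp652 changed by 0.53 and -0.24, and another of Mthfd1 by -0.31, none of them called. Krtap19-4, Lepr and Usb1 had no other tested probe.

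The largest falls by the naming rule, which ranks computed changes, were in Usp36 (chromosome 11, 118126460 to 118126519, -3.56, SE 0.34), Sf3a2 (chromosome 10, 80265585 to 80265644, -3.46, SE 0.33), Pycr1 (chromosome 11, 120501179 to 120501238, -3.41, SE 0.24), Ucp3 (chromosome 7, 107630399 to 107630458, -3.32, SE 0.41) and G6pd2 (chromosome 5, 62200957 to 62201016, -3.31, SE 0.38). None of these probes was well above background on a silenced array, and the signal was at least 6.87-fold, 6.59-fold, 5.41-fold, 3.38-fold and 6.84-fold higher in controls. These bounds settle neither the order of the 5 nor their place above falls measured over background. Another probe of Usp36 changed by -0.73 and was not called, and another of Sf3a2 by -0.77 (limma adjusted p 0.0259).

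Detection in 1 group only was counted for probes well above background on all arrays of a group and none of the other. There were 525 such probes in controls and 86 in silenced cells. Without silenced replicate 4 these were 532 and 291, and without control replicate 3 they were 903 and 116. Among probes with a gene symbol, the largest bounds were those of Usp36, G6pd2 and Sf3a2 in controls and of Zfp652, Krtap19-4 and Lepr in silenced cells. The 86 held 22 probes of 20 genes on a list of transcripts abundant in liver, made after such probes were seen, among them Mup1 (at least 25.0-fold higher in silenced cells) and Alb (at least 10.2-fold).

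A list of 25 genes was drawn from those the study followed by qPCR after Pvt1 down-regulation, to relate it to apoptosis, autophagy, mitochondria, lipid use and fibrosis. The myosin heavy chain genes it followed in muscle were not on the list. Of these, 6 were called over all probes, and 6 adjusted over the list alone, and all 6 fell. The changes were -1.06 for Bcl2 (limma adjusted p 0.00905), -1.06 for Becn1 (0.042), -0.86 for Atp5d (0.0106), -1.40 for Tgfb1 (0.0024), -1.71 for Col4a1 (0.00106) and -2.20 for Col4a2 (0.00108). Relative to the median of all probes they were -0.87, -0.87, -0.67, -1.21, -1.52 and -2.0. Becn1 lost its call under cyclic loess, with the authors' values, without masking, with the slide row as a block and when any array other than control replicate 3 was left out. Cyclic loess called 11 of the 25 genes, leaving out control replicate 3 called 10, and the slide row block called 3.

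**Figure D4:**
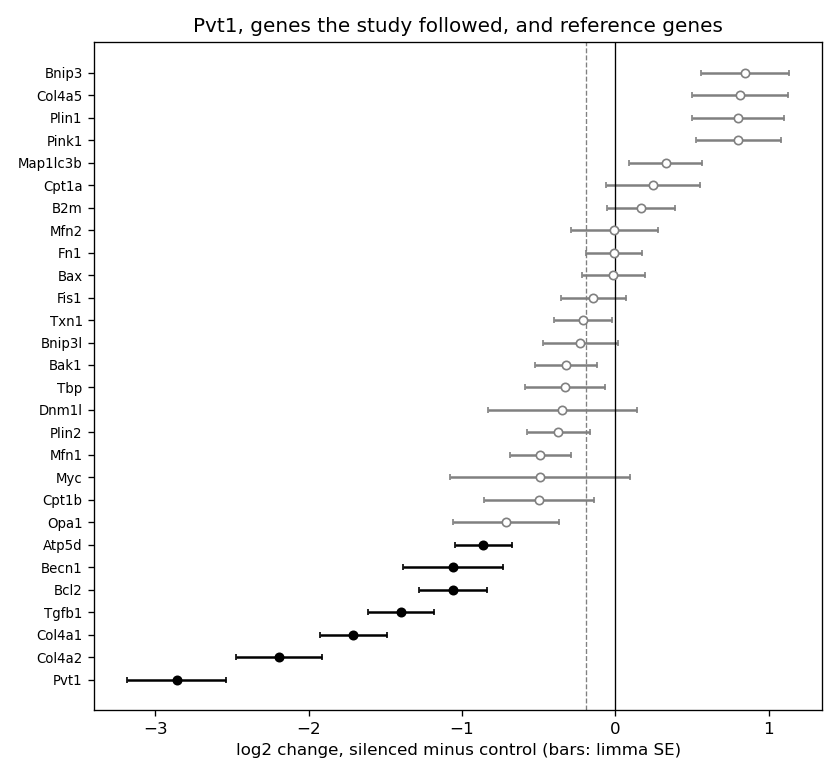
Change in log2 signal of Pvt1, the listed genes the study followed, except Lipe, which was not well above background in controls, and its reference genes, with bars for the limma SE, filled points for a limma adjusted p under 0.05 and a dashed line at the median of all probes. Pvt1 at -2.86 and Col4a2 at -2.20 lie farthest to the left.

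Myc changed by -0.49 (SE 0.59), which was less than the spread between control arrays (SD 1.38). Without control replicate 3 the change was -1.17 and was called. A dimmer Myc probe changed by -1.10 (limma adjusted p 0.209). Bnip3 (0.84, limma adjusted p 0.0596) and Pink1 (0.80, 0.0654) were not called, but were under cyclic loess (0.99 and 1.01). The changes of Bak1, Mfn1, Opa1, Dnm1l, Fis1, Map1lc3b, Bnip3l, Plin1, Plin2, Cpt1a, Cpt1b and Col4a5 lay between -0.71 and 0.81 and were not called. The Plin1 probe was well above background on 1 of 4 control arrays and the Cpt1b probe on 3 of 4 silenced arrays. Lipe was not called either, and its probe was well above background on no control array and 2 silenced arrays. Probes of one gene disagreed. The brightest probes of Bax, Mfn2 and Fn1 changed by -0.01 each, and further Fn1 probes by 0.68 and 0.11, none called. Other probes fell by 0.82 for Bax, 1.45 for Mfn2 and 2.08 for Fn1, all called. Dimmer probes of Bnip3l (-0.94) and Fis1 (-0.64) were also called, as were dimmer probes of Mfn1 and Map1lc3b that were not well above background on any silenced array, with signal at least 1.15-fold and 1.29-fold higher in controls. A dimmer Pink1 probe changed by -1.03 and was called, and another Bcl2 probe changed by 0.09. The reference genes Tbp, Txn1 and B2m changed by -0.33, -0.21 and 0.17, none called, but other Tbp probes fell by 1.59 and 0.94 and were called.

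Gene sets were compared because the study asked which classes of genes move. The camera test placed ribosome biogenesis (70 genes, mean change -0.53, adjusted p 5.91e-06) and DNA replication and mitosis (97 genes, -0.42, adjusted p 0.000202) lower than other genes, with set means on all 4 silenced arrays below every control array. The respiratory chain (80 genes, 0.15, adjusted p 0.00648) was placed higher, with 2 of 4 silenced arrays above every control array and 1 gene called in each direction. After each array's median over all genes was subtracted, a step chosen after the values were seen, it was 4 of 4, as for 10 of all 13 sets, called or not. Relative to the median of all genes the means were -0.48, -0.37 and 0.20. The remaining sets were not past the threshold: RNA polymerase II and Mediator (-0.27, adjusted p 0.0873), chromatin modifiers (-0.24, 0.176), fatty acid oxidation (0.11, 0.270), the mitochondrial ribosome (0.02, 0.270) and autophagy (0.533). For autophagy the mean (-0.04) and median (-0.03) were negative while camera gave a rise and fry a fall.

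None of these calls held with a correlation estimated from the data (adjusted p 0.877) or under fry, where ribosome biogenesis had an adjusted p of 0.0575. Of the 35 splits of the 8 arrays, 7 gave a camera p as small for the respiratory chain and 3 for DNA replication and mitosis, against 1 for ribosome biogenesis, the fewest that this design allows. Among genes whose probe holds a polyadenylation signal, adjusted p was 0.491 for the respiratory chain (29 genes), 0.134 for ribosome biogenesis (18 genes) and 0.245 for DNA replication and mitosis (22 genes). With the probe nearest the 3′ end, which replaced the probe of 11 of 80, 11 of 69 and 7 of 97 genes, it was 0.0139, 4.06e-06 and 0.000661.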

Values the study reported

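The study reported a reduction of Pvt1 of about 70% in C2C12 cells after GapmeR treatment. Its methods state that silencing was assessed by qPCR. It kept RNA samples with a RIN, a score of RNA integrity, above 7.5.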

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

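The tests of a damaged region on silenced replicate 4 and of a shift of that whole array were chosen only after the result was seen, as were the distance of 200 to 1000 bases and the random lists of probes used for control replicate 3. An array was taken to stand apart where its gap to the nearest array of its group, divided by the range of the group, exceeded Dixon's limit for 4 values. Of 120 groups of 4 values, 18 held such an array, where chance gives about 1 in 20. Silenced replicate 4 accounted for 12, control replicate 3 for 4 and control replicate 1 for 2.

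Silenced replicate 4 was dimmer than its group. Its share of positive and significant spots was 51.6% against 59.8% to 61.0% on the other silenced arrays, and its share well above background was 36.8% against 42.6% to 43.2%. Of the 607 probes that lay over 2 log2 below the other silenced arrays, 465 were in the centre of the array, where 14.9% of the probes with a value were low against 0.611% elsewhere. The highest share in any of 32 blocks was 7.51 times the share on the whole array, which is consistent with a damaged or poorly hybridised region. That ratio is large by chance on arrays with few low probes (12.6 on control replicate 4, with 13), but not with 607. The region was found by looking at the array, so this remains a hypothesis. The log2 signal on this array also stood apart for Bcl2 (7.62 against 8.16 to 8.26), Bax (12.71 against 13.15 to 13.16), Fn1 (15.34 against 15.68 to 15.73), Txn1 (14.82 against 15.16 to 15.21) and B2m (14.21 against 14.92 to 14.94).

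Set means were low on the same array: fatty acid oxidation -0.42, ribosome biogenesis -0.64, autophagy -0.53, p53 targets -0.39 and integrated stress response -0.69, each as a deviation from the mean of all 8 arrays. The median deviation of all genes on that array was -0.52, against 0.07 to 0.24 on the other silenced arrays. After each array's median was subtracted, 1 of those 5 set means still stood apart, that of p53 targets (0.13). Centring made 1 other set stand apart, cytoplasmic ribosomal proteins (0.47 against -0.15 to -0.05), so the shift was not the same for all genes. Whether a shift of the whole array accounts for the other 4 stays open. Fewer of its spots passed the detection filter before quantile normalization, which is a candidate source of the shift. No biological explanation was tested, as the labels give replicate 4 no other treatment.

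Control replicate 3 had a mean correlation of 0.96 with the other controls, against 0.982 to 0.983 for these. On it 702 probes lay over 2 log2 below the other controls. They were spread over the array: the highest share in any of 32 blocks was 1.55 times the share on the whole array, which argues against a damaged region. The most enriched sequence of 6 bases, a run of T, was 2.74 times as frequent among the low probes as among all, a ratio reached by 3 of 1000 random lists of 702 probes. As 8.12% of the low probes held it, that run was not the whole cause, and an effect of probe sequence stays open. Other probes of the same genes, at least 200 bases away, lay at a median of -0.40 (566 probes), far less low than the 702, which argues against lower levels of whole transcripts as the full account. Probes 200 to 1000 bases on the 5′ side of a low probe lay at a median of -2.70 (31 probes) and those on the 3′ side at -0.79 (70 probes). The difference was -1.91 (two-sided permutation test, p 0.0002, with probes of one gene not independent and no allowance for the choice of distance). At 1000 to 10000 bases the medians were -0.56 and -0.23. Lower signal on the 5′ side is consistent with transcripts cleaved at some sites in that sample. That account foresaw no low probes on the 3′ side, yet 40.0% of those at 200 to 1000 bases were over 1 log2 low, so it may cover only part of the pattern. Why that would occur in a control culture stays open.

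The log2 signal of 3 genes stood apart on this array, low for Myc and high for the other two. Myc on control replicate 3 was 9.15 against 11.78 to 12.03 on the other controls, Mfn2 was 11.98 against 10.94 to 11.07, and Map1lc3b was 14.08 against 13.72 to 13.78. Without control replicate 3 the change of Myc was -1.17 and was called, while it was -0.49 with all arrays. A dimmer Myc probe was also low on control replicate 3 (7.08 against 9.62 to 9.90 on the other controls). The lower value of Myc could come from that 1 array, and the call of its brightest probe rests on whether the array is kept.

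Control replicate 1 stood apart in the mean of fatty acid oxidation (-0.25 against -0.01 to 0.03) and of DNA replication and mitosis (0.0396 against 0.26 to 0.28). Its median deviation over all genes was -0.15. No explanation was tested for these.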

How the results depend on the processing

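The slide row, the GC correction, the polyadenylation-signal probes and the probe nearest the 3′ end were chosen only after the result was seen, while all other alternatives here were planned.

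The change of Pvt1 kept its direction and its call under all 18 alternatives. For the brightest probe it lay between -3.12 and -2.19. The computed change of the other tested probe was -3.80. Its size is only bounded (at least 5.41-fold), as that probe was not well above background on any silenced array. The brightest Pvt1 probe was not analysed here in the authors' table. The 10 genes with the largest rises and falls kept direction and call under each of the 17 or 18 alternatives that gave them a value. Among the genes the study followed, Col4a1, Col4a2 and Tgfb1 kept their call under all 18, Bcl2 lost it under 1, Atp5d under 2 and Becn1 under 11. Others gained a call: Bnip3 under 9, Pink1 under 8, Mfn1, Col4a5 and Lipe under 4 each, and Myc, Map1lc3b and Plin1 under 1 each. The changes of the brightest probes of Bax, Mfn2, Fn1, Fis1 and Dnm1l, not called under any of the 18 alternatives run on them, took both signs. Other probes of the first 4 of these genes were called.

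The number of higher probes (1373) was the least stable result. It was 2165 with a 75th percentile shift, 5416 with cyclic loess, 4509 in the authors' table and 4990 without masking, while the number of lower probes stayed within 1.5 times of 5269. Falls made up 76.1%, 49.3%, 49.7% and 49.0% of calls. With the slide row as a block the counts were 534 and 2573, and among polyadenylation-signal probes, where fewer were tested, 378 and 255. The methods' t-test gave 2232 higher and 6789 lower probes at an unadjusted threshold of 0.05. It gave 566 higher and 2854 lower after Benjamini-Hochberg, and 3 and 3 after Bonferroni. The study's methods state the Bonferroni correction, for fast against slow fibres. Its legend for array values after Pvt1 down-regulation gives a t-test and names no correction. When 1 array was left out, higher probes ranged from 684 to 3572 and lower probes from 2995 to 5737, with 3572 reached without silenced replicate 4. Probes detected in 1 group only (611) were 463 (368 in controls and 95 in silenced cells) by the positive and significant flag, and ranged from 640 to 1019 when 1 array was left out, with 1019 reached without control replicate 3.

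The study genes called (6) became 11 with cyclic loess, 3 with the slide row as a block, 10 with the methods' t-test unadjusted and 0 after Bonferroni, and ranged from 5 to 10 when 1 array was left out. The cause was not tested.

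Respiratory chain, ribosome biogenesis and DNA replication and mitosis kept direction and call under every normalization, filter, block and array left out, and with the probe nearest the 3′ end. They were no longer past the threshold among polyadenylation-signal probes (adjusted p 0.491, 0.134 and 0.245, over fewer genes), under fry (0.550, 0.0575 and 0.120) or with an estimated correlation (0.877 for each). The respiratory chain was also not past it with the Reactome pathway (0.140), and Fisher's exact test of called genes gave it the opposite direction (0.175). Over all alternatives its adjusted p ranged from 2.86e-07 to 0.877. The mitochondrial ribosome passed the threshold with the 75th percentile shift (0.0287), in the authors' table (0.00608) and without masking (0.00253). With the mean of all probes of a gene, chromatin modifiers (0.0118) and RNA polymerase II and Mediator (0.0232) passed it. The latter ranged from 0.0398 to 0.169 when 1 array was left out, lowest without silenced replicate 3. The cause was not tested. Reactome alternatives for ribosome biogenesis and autophagy were not run, as the list held no near pathway. Fatty acid oxidation and autophagy kept their side of the threshold throughout.

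Of the 5 closing sets, 4 were past the threshold. With fry 2 were, with an estimated correlation 0, and when 1 array was left out between 3 and 5. The set of muscle differentiation was also short of it with the well above background filter (0.116), with complete probes (0.0548) and without control replicate 3 (0.0559), while cytoplasmic ribosomal proteins passed it under 9 alternatives (lowest 0.013). Muscle differentiation changed direction among polyadenylation-signal probes (adjusted p 0.480).

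Replicates with the same number shared little: the correlations of their deviations were -0.02, 0.15, 0.20 and 0.06, so the numbers were not taken as pairs. With the replicate block the counts were 1023 higher and 3994 lower, and Pvt1 changed by -2.86. With that block Atp5d was no longer called, and no other call of a named gene or set changed. Signal over background limits the falls: a probe that drops below background has only a bound, and silenced replicate 4 had the fewest detected spots.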

Other observations

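The tests of probe GC content, of the normalization of masked values, of the dim array as a source of the falls, of set means after centring, of a short sequence shared by probes, of GC-rich sequence outside the largest rises, of the structural RNAs and of liver RNA, and the sets with the probe nearest the 3′ end, were chosen only after the result was seen.

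The fall of Pvt1 measured here, by the brightest array probe, was 86.2%. That is higher than the value quoted from the study above. As array signal and qPCR are different measures, the sizes are not like for like.

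The 8 arrays can be split into 4 and 4 in 35 ways. Only the real split gave as many higher or lower probes (1 of 35 for each) and as many study genes (1 of 35), while the other 34 gave 0. For ribosome biogenesis only the real split gave a camera p as small (1 of 35). A share of 1 of 35 is the smallest this design allows and was not corrected over results. It argues against a chance division of the arrays for these counts. For ribosome biogenesis it does so only without correction over the sets. Fry (adjusted p 0.0575) and an estimated correlation (0.877) did not call that set. A chance division stays possible for DNA replication and mitosis (3), RNA polymerase II and Mediator (4), chromatin modifiers (5), the respiratory chain (7), fatty acid oxidation (7), the mitochondrial ribosome (10) or autophagy (16). The split by slide row was among those with a camera p as small for the mitochondrial ribosome, fatty acid oxidation and cytoplasmic ribosomal proteins. With the slide row as a block their adjusted p was 0.304, 0.304 and 0.105.

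More probes fell than rose in the report. After a trend on probe GC content was removed, 78.8% of called probes were lower. That correction kept the mean of each array, and the median change after it was -0.21. It thus cannot decide whether GC content contributed to the excess. With the slide row as a block 82.8% were lower, which argues against the slide row as the cause of the excess. The number of falls itself dropped from 5269 to 2573 under that block, an outcome named beforehand for a slide effect. Control replicates 1 to 3 and silenced replicate 1 shared a row, so the block overlapped with the groups. Such a block can lower the count without a slide effect, so whether part of the calls depends on the row stays open. With cyclic loess 49.3% were lower and without masking 49.0%, but with a 75th percentile shift of the masked values 76.1%. The number of falls hardly moved (5269, with 5258 under cyclic loess and 4788 without masking), while rises went from 1373 to 5416 and 4990. These settings also brought the median change from -0.19 to 0.02 and 0.01, which by itself evens the share. The excess thus depended on the masking and on how masked values were normalized, and whether it came from them stays open. Without the dim silenced replicate 4, under the same masking and normalization, 59.7% were lower (3572 higher and 5287 lower), so that array may account for part of the excess, and whether for all of it stays open. Shorter labelled RNA in the silenced samples is a further candidate, since among 5003 genes with probes at least 1000 bases apart, the 5′ probe fell more in 67.5%. These accounts do not exclude each other. Lower RNA integrity or a different labelling yield in silenced samples, and a true change in transcript ends, were not told apart, and integrity values were not analysed here.

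The same account was tested for gene sets, among genes whose probe holds a polyadenylation signal. The respiratory chain no longer differed from other genes there (adjusted p 0.491, mean relative to other genes 0.02, against 0.23 over all genes), so its rise may come from probe position. With the probe nearest the 3′ end it kept its call (adjusted p 0.0139, 0.20 relative to other genes), although that replaced the probe of only 11 of its 80 genes, so this stays open. Ribosome biogenesis (0.134, -0.36 against -0.46) and DNA replication and mitosis (0.245, -0.24 against -0.35) kept most of their difference over 18 and 22 genes without passing the threshold, and kept their call with the probe nearest the 3′ end (4.06e-06 and 0.000661, another probe for 11 of 69 and 7 of 97 genes), so probe position cannot be told apart from a change of these sets.

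For the 5 sets kept for this part, chosen as responses that transfected oligonucleotides or cell state could give, camera placed interferon response higher (24 genes, mean 0.93, adjusted p 4.74e-05, 3 of 4 silenced arrays above every control), p53 targets higher (22 genes, 0.43, adjusted p 0.0021, 3 of 4, both 4 of 4 after each array's median was subtracted) and the integrated stress response lower (28 genes, -0.55, adjusted p 0.0021, 4 of 4 below every control). For each of these, 1 of 35 splits, the real one, gave a p as small, again the smallest share possible and not corrected over the 5 sets. Among polyadenylation-signal probes they kept their direction and call (adjusted p 0.00195, 0.00195 and 0.0108, over 7, 7 and 9 genes), which argues against shorter labelled RNA as the whole cause. Under fry, interferon response (0.039) and integrated stress response (0.03) were past the threshold and p53 targets (0.0809) were not. With an estimated correlation none was (0.522). An interferon and p53 response in silenced cells is thus a hypothesis, which could stem from loss of Pvt1 or from the oligonucleotides themselves. The study's methods name a pair of Pvt1 GapmeRs, and the labels do not say which of them, or whether both, a silenced culture received. With 1 silenced group, these cannot be separated. RNA from another source, below, was not excluded either. Muscle differentiation (33 genes, -0.45, adjusted p 0.0285) was matched by 3 of 35 splits and rose among polyadenylation-signal probes (0.480, 7 genes), so whether it changed stays open. Cytoplasmic ribosomal proteins (81 genes, 0.06, adjusted p 0.0503) were matched by 26 splits.

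Single probes of Zfp652 and Mthfd1 rose very strongly while other tested probes of these genes did not. Among the 20 largest rises, 0 held 10 bases of a silencing oligonucleotide or its complement, against 14 of all tested probes, which gives no sign of the oligonucleotides binding to probes. The sequence GCGCCCC was in 5 of these 20, those of Zfp652, Krtap19-4 and Usb1 among them, and in 23 of all tested probes. As it was found in those probes, this count tests nothing. Outside them, the 18 probes with it had a median change of -0.14, at percentile 83.2 of 10000 lists of the same GC content. A sequence effect is thus a possible explanation that these data leave open.

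Of 6165 genes with several tested probes, 41.6% had probes over 1 log2 apart in their change. Among 1056 genes whose probes were all bright, 26.5% did, which argues against low signal as the whole cause. Probe position within the transcript, above, was a measured difference between such probes.

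Genes beside Pvt1 were examined for a local effect. The median change of 5 neighbours on each side, in the order of the RefSeq table, was -0.21, at percentile 24.4 of 10000 random lists of 10 genes. Those before Pvt1 went both ways (-0.49 to 0.63), while all of those after it fell (-1.49 to -0.12). As this split by side was seen in the values and not tested, a local effect cannot be told apart. Asap1 (-1.19) and Gm30752 (-1.49, well above background on 1 of 4 silenced arrays), named after their values were seen, were called. A probe without gene symbol on chromosome 15 (62091556 to 62091615), also chosen after its values were seen, was not well above background on any silenced array and was at least 4.62-fold higher in controls. Another without symbol (62050056 to 62050115), chosen likewise, changed by -1.51 (limma adjusted p 0.0125). The H2afy3 probe beside it (62049165 to 62049224) changed by 0.08 and was not called. Both probes without symbol lie between probes named Pvt1, which start at 62007459 and 62209592. They may report Pvt1 itself, so their falls are no evidence of an effect on neighbours.

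More probes were well above background in controls alone than in silenced cells alone. Without the dim silenced replicate 4 the counts moved from 525 and 86 to 532 and 291, a ratio of 1.83. That array could thus account for much of the difference, but a ratio still over 1.5 argues against it as the whole cause. The limit of 1.5 was set after most values had been explored.

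Structural RNAs without a poly(A) tail were higher in silenced cells: 11 of 11 listed RNAs rose, 9 were called, and the median change was 3.00. The list was made after such rises were seen. Larger amounts of these RNAs in the labelled material, possibly through priming on fragments, would give this, and no value in the tables decides between that and a change in the cells.

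Transcripts abundant in liver were among the probes detected in silenced cells alone: 22 of 86, for 20 genes of a list of 58. Of the 20, 11 were Mup or Serpina1 genes, whose probes may share signal between similar copies. Without masking of dim spots, the log2 signal in silenced cells was 10.82 for Mup1, 9.81 for Serpina1a and 9.57 for Alb, none of them well above background on a control array, while 6 of the 58 genes were so on all 4 control arrays. As the list was made after such probes were seen, the test used the 30 genes whose values had not been seen, which by that choice left out those already seen among the probes detected in silenced cells alone. Of the 30, 11 (36.7%) were higher in silenced cells without overlap, against 2 of 20 genes abundant in pancreas, 3 of 20 in brain and 2 of 20 in kidney (11.7% together, two-sided Fisher's exact test, p 0.0102, with genes not independent), where chance separates 2.86% of probes in either direction. The prediction had asked for more than 50% and was not met. On silenced replicates 1 to 4, 10, 9, 13 and 1 of the 30 were well above background, against 2 on every control array. The number on replicate 4, the dim array, was thus no higher than in controls. Of the 28 listed genes already seen, 21 were well above background on replicate 4. That compares with 25 on each other silenced array and 4 to 6 on control arrays. That count is no separate test, as the 28 include genes seen among the probes detected in silenced cells alone. Of the 30, 7 were well above background on 3 of 4 silenced arrays and no control array (Ttr, Rbp4, Ambp, Gc, Itih4, Kng1 and Bhmt). On none of the 8 arrays were 17 so, Apoa1, Apob, Fga and Cps1 among them. RNA of liver in the silenced samples, brought in during handling, is thus a hypothesis that these data leave open, as they do a change in the cells. Whether other rises, those of interferon genes included, have the same source was not tested.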
